A study of Mus musculus with 550 samples. Its data were reported in "DNMT3B supports meso-endoderm differentiation from mouse embryonic stem cells" (2023).

How the data were processed

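The data were single-cell transcriptomes of embryoid bodies (EBs, aggregates in which embryonic stem cells differentiate) made from mouse embryonic stem cells of 3 genotypes: wild type (WT), a Dnmt3a knockout (3AKO) and a Dnmt3b knockout (3BKO). Cells were taken at day 3 and day 9. Individual cells were sorted into the wells of 96-well plates and amplified with a modified Smart-seq2 protocol, which gives reads without molecular identifiers. No doublet caller was run, since 1 cell was sorted per well, and doublets were not looked for otherwise.

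The authors deposited 1 table of read counts. They trimmed single-end reads with Trim Galore, aligned them to GRCm38 with STAR, and assigned them to gene names with featureCounts over the exons of a GENCODE annotation. Reads mapping to several places were left out, and no normalization was applied to the deposited counts. Whether the strand was used in counting is not stated, so genes that share exon bases with a gene of the opposite strand are marked as uncertain. The table holds 55228 gene names and 550 cells that belong to a sample. The other 26 columns, which the file headers mark as 8 empty wells and 18 mini-bulk wells, carry no sample and entered no comparison. Positions and gene types were taken from GENCODE vM21 (GRCm38), in which 97.0% of the gene names were found.

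Genotype, day and library batch were taken from the labels. They name no animal, clone or culture, so each of the 6 combinations of genotype and day was handled as 1 sample. The study's methods speak of more than 1 clone, and which cells came from which clone, or whether the library batches follow clones, is not given in the labels. For that reason no test was run over cells, and no p-value, standard error or count of changed genes was made. Batch 1 held the wells of plate columns 1 to 8 and batch 2 those of columns 9 to 12, and values were computed in each batch as well as over both. The choices of measure, filter, named genes, markers and alternatives were made before the data were examined, except where stated.

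Cells with fewer than 50000 assigned reads, fewer than 2000 detected genes or more than 50% of reads from mitochondrial genes were removed, as in the methods of the study. Counts were summed over the kept cells of a group and divided by the sum over all genes and expressed as CPM (counts scaled to the library total). Log2 ratios were computed on log2(CPM + 1), which understates the change of genes with low values. Sums have exact Poisson intervals and shares of cells exact (Clopper-Pearson) binomial intervals, all at 95%. The interval of a difference of shares combines the bounds of both shares. It treats cells as independent draws from a single sample. Whether it includes 0 therefore says nothing of the spread between cultures or clones, and is no test of genotype. A sum or a number of cells of 0 allows up to 3 counts. Shares of cells with a read were compared after thinning every cell to 50000 reads. For each contrast, genes were named if they were detected in at least 20% of the cells of either group in each batch and had log2 ratios of the same sign and at least 1 in size in both batches. Among these, the 5 highest and the 5 lowest were taken, leaving out mitochondrial genes and unnamed gene models. Dnmt3a, Dnmt3b, Dnmt1, Dnmt3l, Tet1 and Tet2 and the cell type markers were fixed as well: 18 for epiblast (Epi), 22 for meso-endoderm (ME) and 22 for ectoderm (Ect). A cell was positive for a class with at least 2 reads in each of at least 3 of its markers.

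Clustering followed the methods of the study, but in Seurat 5.3.0 (R 4.3.3) and with Dnmt3a and Dnmt3b left out of the variable genes, which the study does not state: log normalization, 2000 variable genes, scaling with library batch and mitochondrial share regressed out, 8 principal components, and Louvain clusters at resolution 0.8. A class name required at least 3 detected markers of that class raised 1.5-fold and seen in at least 25% of the cells of a cluster, and more of its markers among the 10 leading genes than of either other class. Genes seen in similar shares of cells in all clusters were left out of both counts.

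Gene lists for naive pluripotency (14 genes), the amino acid stress response (17), germline genes (21) and trophoblast (17) were written from general knowledge after leading genes of the clusters had been seen, leaving out the leading genes and others looked at by then. Hormad1 (germline) and Trib3 (stress) stayed in, although the naming rule had picked them in day 3 contrasts. The median log2 ratio of the detected members was placed among 10000 random lists matched on mean expression. These lists and the Y-linked genes were chosen after seeing the data.

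The alternatives were no cell filter, a stricter one (100000 reads, 4000 genes, 25% mitochondrial), each batch alone, the mean of single-cell CPM, cells thinned before summing, a denominator without mitochondrial genes and Gm42418, TMM factors (edgeR 4.0.16), median-ratio size factors (DESeq2 1.42.0), pseudocounts of 0.1 and 10 CPM, and detection in 10% or 40% of cells. For clusters they were resolutions of 0.4 and 1.2, 15 principal components, 1000 or 3000 variable genes, no regression, Dnmt3a and Dnmt3b kept in, thinned cells and day 9 cells alone. A pair more was added after seeing the data: clustering with markers, fixed genes and named genes left out of the variable genes, and clustering without 3BKO cells. Clusters of an alternative were matched to the main ones by shared cells. Marker positivity was also set at 2 or 4 markers, at 1 or 5 reads, and without thinning. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

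The naming rule and the list percentiles were tested on simulated data, for WT day 9 cells split at random into 44 and 45 cells, with 200 of 9370 detected genes changed 4-fold. Of the changed genes, 67.5% passed the naming rule, and of the unchanged ones 3.64%. With 200 of 9370 genes changed, more unchanged than changed genes passed. The r between batches was 0.0843 with no true difference. All these cells came from a single plate, whereas every contrast compared groups from different plates. Plate or culture differences, which both batches of a group can share, were thus not simulated. They could pass the rule and raise r.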

Results

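Single cells of WT, 3AKO and 3BKO EBs were profiled at day 3 and day 9 to ask how loss of either de novo DNA methyltransferase alters the cell types that arise. Of 550 cells, 486 passed the filter, 333 in batch 1 and 153 in batch 2. Kept cells had a median of 263902 assigned reads (range 54720 to 1450200) and 6541.5 detected genes (range 2160 to 9202). The median mitochondrial share was 5.60%. The summed reads per group were 19713905 for WT, 20899875 for 3AKO and 21919337 for 3BKO at day 3, by their labels. At day 9 they were 34821361, 23858355 and 30287278. Intervals and limits given throughout cover counting error only, since reads without molecular identifiers are not independent molecules. The labels tell apart no cultures or clones within a group, so no difference below has a replicate check.

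At day 3, 79 of 91 WT cells, 83 of 91 cells labelled 3AKO and 80 of 91 labelled 3BKO were kept. At day 9 these were 89 of 91 for WT, 88 of 93 for 3AKO and 67 of 93 for 3BKO. The kept share was 72.04% in 3BKO day 9 (61.8 to 80.9%) and 97.8% in WT day 9 (92.3 to 99.7%), a difference of -25.8 percentage points. Of the 26 cells lost from 3BKO at day 9, 24 had too few reads and 2 too few genes. It was -24.9 points in batch 1, and the stricter filter moved it most, to -28.9.

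The targeted genes were examined first, since they check the labels. Dnmt3a (chromosome 12, 3806007 to 3914443, GRCm38; ENSMUSG00000020661.15) shares exon bases with the antisense gene Dnmt3aos, and has a processed pseudogene, so its counts are uncertain to that extent. At day 9 it had 165.5 CPM in WT (161 to 170), 25.2 in 3AKO (23.2 to 27.3) and 63.03 in 3BKO (60.2 to 65.9). The log2 ratio of 3AKO to WT was -2.67 over both batches, -2.71 in batch 1 and -2.54 in batch 2. A pseudocount of 10 CPM moved it most, to -2.32. Dnmt3b (chromosome 2, 153649450 to 153687730; ENSMUSG00000027478.15) had 166.5 CPM in WT, 252.0 in 3AKO and 16.4 in 3BKO at day 9. Its log2 ratio of 3BKO to WT was -3.27, with -3.21 in batch 1 and -3.41 in batch 2. Both day 9 knockout labels therefore went with a low level of the gene they name. Reads of the targeted gene did not vanish: after thinning, 31.8% of 3AKO day 9 cells had a Dnmt3a read (22.3 to 42.6%; 47.7% without thinning), against 82.02% in WT (89.9% without thinning). For Dnmt3b these shares were 17.9% in 3BKO (9.61 to 29.2%; 20.9% without thinning) and 59.6% in WT (66.3% without thinning).

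At day 3 the targeted genes went against the labels in batch 2. Dnmt3a had 455.2 CPM in batch 1 and 267.5 in batch 2 of WT. In the batch 1 library labelled 3AKO it had 25.8 CPM (23.1 to 28.7), but in the batch 2 library with that label 334.5 (322 to 347). In the libraries labelled 3BKO it had 586.7 CPM in batch 1 and 12.8 (10.6 to 15.2) in batch 2. Dnmt3b had 600.1 and 523.2 CPM in WT, 260.9 and 85.1 in the libraries labelled 3AKO, and 166.7 and 185.0 in those labelled 3BKO, for batch 1 and batch 2. The wells of 3 plates were used at day 3. Plate 209 held WT, plate 210 held batch 1 of label 3BKO and batch 2 of label 3AKO, and plate 211 held batch 1 of label 3AKO and batch 2 of label 3BKO. At day 9 each plate carried a single genotype label. Samples were kept under their labels here, so the day 3 values of either mutant label may mix genotypes, and no direction at day 3 or between days is drawn for a mutant without that limit.

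**Figure D1:**
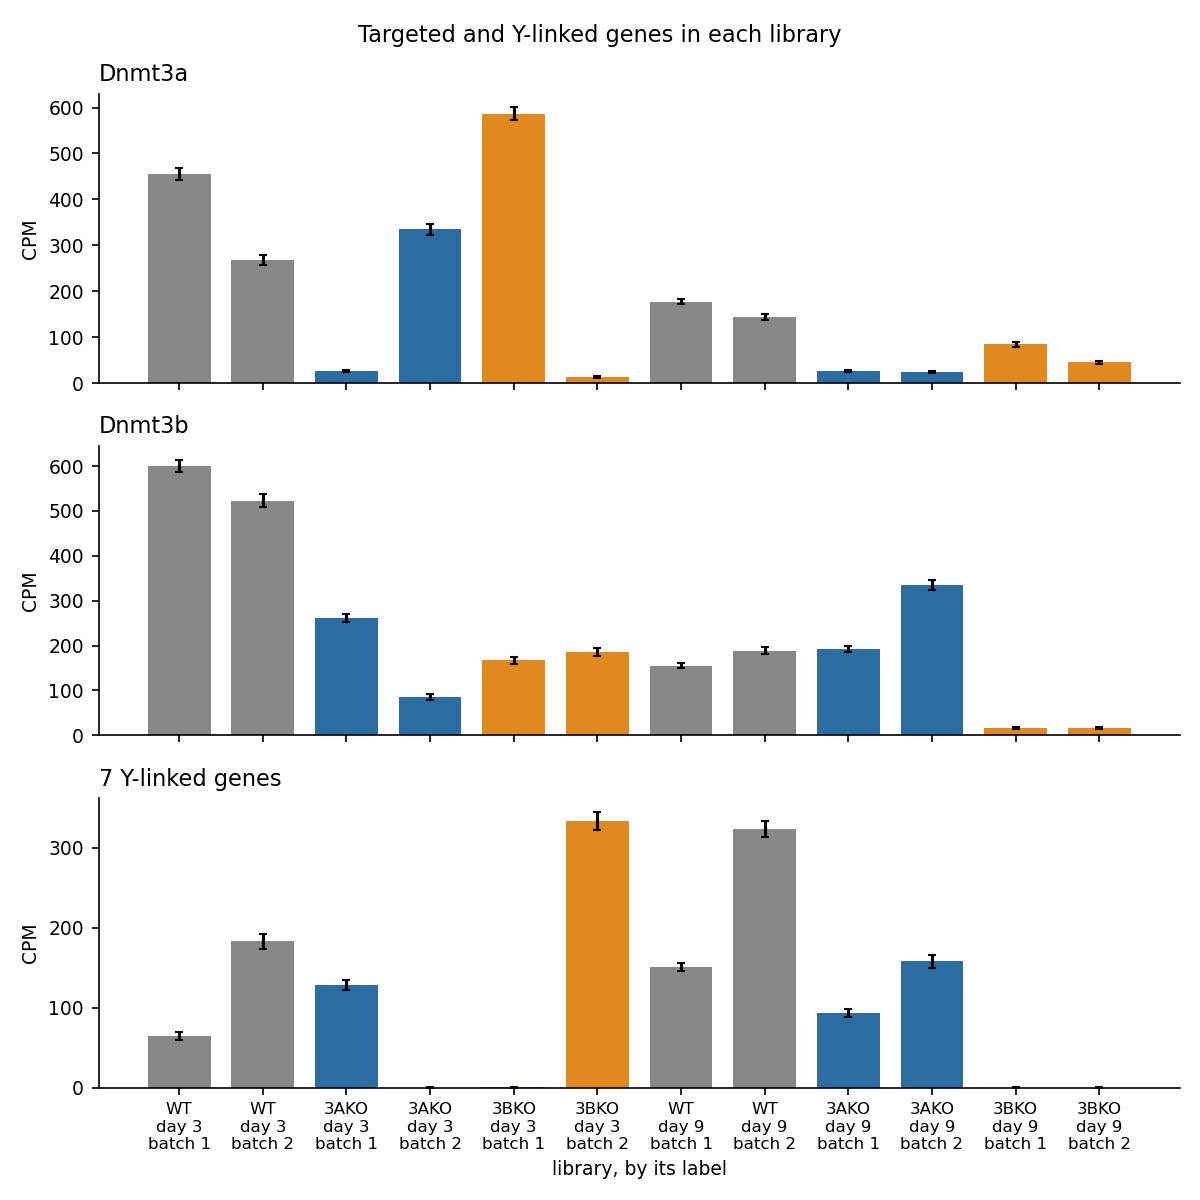
Summed counts scaled to the library total (CPM) of Dnmt3a, Dnmt3b and 7 protein-coding Y-linked genes in the kept cells of each library, by its label, with bars for the value and lines for the exact 95% Poisson interval. At day 3, Dnmt3a was low in batch 1 of label 3AKO (25.8 CPM) and in batch 2 of label 3BKO (12.8 CPM).

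Other genes of the methylation machinery were compared at day 9. Dnmt3l, which shares exon bases with the opposite-strand gene Aire and has a processed pseudogene, had 47.1 CPM in WT, 127.5 in 3AKO and 229.1 in 3BKO. Its log2 ratios to WT were 1.42 in 3AKO and 2.26 in 3BKO, and above 1 in both batches of each. Dnmt1 had 93.2 CPM in WT, 55.7 in 3AKO and 46.5 in 3BKO, with log2 ratios of -0.73 and -0.99. Tet1 had log2 ratios of -0.41 in 3AKO and 0.08 in 3BKO, and Tet2, which overlaps an unnamed gene model, of -0.85 and 0.31.

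The agreement between library batches shows how far a log2 ratio recurs in cells from other wells. Over the 7 contrasts, Pearson's r of the batch 1 and batch 2 log2 ratios was computed across genes, which are not independent replicates. It was 0.00155 for label 3AKO against WT and 0.0488 for label 3BKO against WT at day 3, where the batch 2 labels are in doubt. At day 9 it was 0.217 for 3AKO against WT and 0.477 for 3BKO against WT. Between days it was 0.438 in WT, 0.374 under label 3AKO and 0.516 under label 3BKO. Counting only genes detected in 40% of cells moved the 3BKO day 9 value most, to 0.584.

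The marker genes address which germ layer genes the EBs expressed. The 18 Epi markers had a median log2 ratio to WT at day 9 of -0.07 in 3AKO and -0.12 in 3BKO, with 9 higher and 9 lower in each mutant. The detected Ect markers had a median of -0.15 in 3AKO (9 genes, 2 higher, 7 lower). In 3BKO their median was -0.23 (8 genes, 4 higher, 4 lower). Batch 2 alone moved the 3BKO Epi value most, to -0.0035, and the median over all detected genes was itself -0.10 in 3AKO and -0.08 in 3BKO. From day 3 to day 9 in WT the medians were -0.15 for Epi and 0.42 for Ect (10 genes), against 0.19 for all detected genes. In batch 1 and batch 2 they were 0.21 and -0.09 for Epi and 0.37 and 0.24 for Ect, so the Epi sign differed. Sums over both batches weigh each batch by its reads, in unlike shares. Batch 2 held 16249575 of 30287278 reads in 3BKO day 9, but 11953550 of 34821361 in WT day 9. A value over both batches can thus lie outside both batch values. None of the 22 ME markers passed the detection limit for 3AKO and 2 did for 3BKO (median 0.06), so no class value is drawn for ME.

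Single markers moved apart within classes in 3BKO; those below were singled out after their values were seen. At day 9, Zfp42 (chromosome 8, 43295063 to 43306980) had 963 CPM in WT, 461 in 3AKO and 2269 in 3BKO. Nanog (chromosome 6, 122707489 to 122714633) had 561 CPM in WT, 438 in 3AKO and 1004 in 3BKO. The log2 ratios of 3BKO to WT were 1.24 for Zfp42 and 0.84 for Nanog. In 3AKO they were -1.06 and -0.36. Nodal rose more than either in 3BKO (1.49), but was higher in 3AKO too (0.73). Zfp42 and Nanog have processed pseudogenes, so some of their reads may be shared. Of the 3BKO cells, 91.04% lay above the WT median of Zfp42 in their batch and 82.1% above that of Nanog. In contrast, Fgf5 went from 61.1 CPM in WT to 2.11 in 3BKO (log2 ratio -4.32), and Pim2 from 409 to 14.8 (-4.69). In 3AKO their log2 ratios were 0.42 and 0.29, with opposite signs in the batches. Pou5f1, which overlaps an unnamed gene model, had log2 ratios of -0.17 in 3AKO and 0.20 in 3BKO. Lefty1 had 0.03 and -1.09, also with opposite signs in the batches. Trh had -0.24 and -1.60, with opposite signs in the batches of 3AKO.

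Among Ect markers at day 9, Sox2 had log2 ratios to WT of -0.41 in 3AKO and 0.92 in 3BKO. Those of Tubb3 were -0.37 and 0.43, and those of Otx2 -0.15 and 0.79. Otx2 and Nnat share exon bases with opposite-strand genes. Sox11 (-0.05 and -2.04), Nnat (1.27 and -1.60) and Crabp2 (1.05 and -2.01) were lower in 3BKO than in WT. In 3AKO, Otx2, Sox11 and Crabp2 had opposite signs in the batches. Hes3 had 21.5 CPM in WT, 3.44 in 3AKO and 0.066 (0.0080 to 0.239, from 2 reads) in 3BKO. Fabp7 had 6.95 CPM in WT, 42.8 in 3AKO and no read in 67 3BKO cells, which is at least 70.2-fold lower than in WT against a limit of 3 counts over the group.

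**Figure D2:**
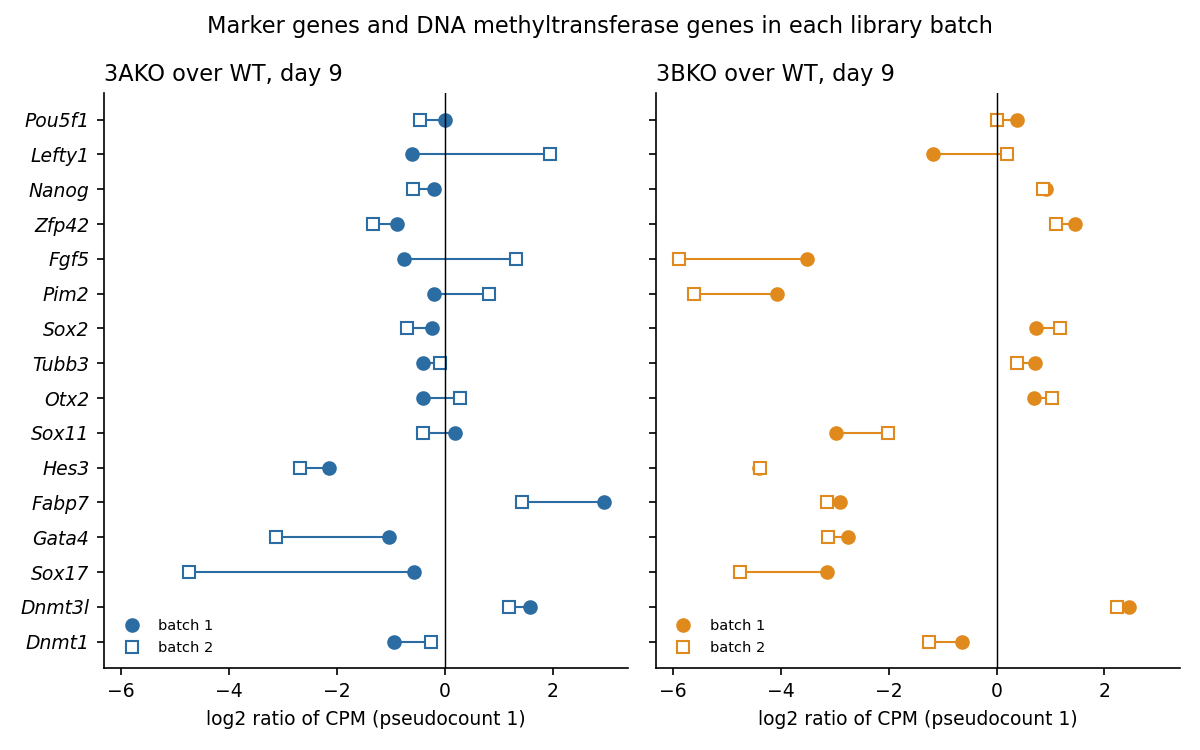
Log2 ratio of CPM (pseudocount 1) of each mutant to WT at day 9 for selected markers and for Dnmt3l and Dnmt1, with filled circles for batch 1 and open squares for batch 2. In 3BKO, Zfp42 lay at 1.45 and 1.10, and Fgf5 at -3.52 and -5.88.

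Of the ME genes, Eomes and Krt19 passed the detection limit in 3BKO. Eomes, which overlaps an unnamed gene model, had 12.1 CPM in WT, 9.09 in 3AKO and 30.5 in 3BKO at day 9, but its log2 ratio of 3BKO to WT was 0.01 in batch 1 and 2.33 in batch 2. Krt19 had 69.2 CPM in WT (92.2% of reads in 1 cell), 14.7 in 3AKO and 30.6 in 3BKO. Dab2, which also overlaps a gene model, had 53.8 CPM in WT, 38.3 in 3AKO and 0.958 in 3BKO, with 89.7% of the WT reads in 1 cell. T was seen in few cells of WT and 3AKO and in no 3BKO cell. Mixl1 at day 9 had no read in 89 WT cells, which allows a share of up to 3.37%, and none in 67 3BKO cells, which allows up to 4.48%. In 3AKO it had 17.7 CPM, with 90.8% of its reads in 1 cell. Gata4 had 7.72 CPM in WT, 1.89 in 3AKO and 0.132 (4 reads) in 3BKO. It was seen in 3.37% of WT cells (0.701 to 9.54%), 2.27% of 3AKO cells and 1.49% of 3BKO cells after thinning. Without thinning these were 3.37%, 3.41% and 1.49%. Sox17, which overlaps an unnamed gene model, had 25.9, 10.1 and 0.958 CPM in 3 or fewer thinned cells of each group. A difference in the share of cells with Gata4, Sox17 or Mixl1 was not detectable at this depth and number of cells.

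Cells positive for a class by their markers were counted without clustering. ME-positive cells at day 9 were 5 of 89 in WT (5.62%, 1.85 to 12.6%), 3 of 88 in 3AKO (3.41%, 0.709 to 9.64%) and 1 of 67 in 3BKO (1.49%, 0.0378 to 8.04%). The difference to WT was -2.21 percentage points in 3AKO and -4.13 in 3BKO, and the interval of each included 0. It was 0.72 in 3BKO without thinning. At day 3 there were 1 of 79 WT cells, 0 of 83 cells labelled 3AKO (allowing up to 3.61%) and 1 of 80 labelled 3BKO. Ect-positive cells at day 9 were 65.2% in WT (54.3 to 75.0%), 50% in 3AKO (39.1 to 60.9%) and 49.3% in 3BKO (36.8 to 61.8%). The differences of -15.2 and -15.9 points had intervals that included 0. The 3BKO difference became 0.65 points when each marker needed 5 reads. With 4 markers required, the differences were -16.6 in 3AKO (-30.7 to -1.67) and -22.9 in 3BKO (-37.1 to -7.22). The 3BKO interval also left out 0 at 1 read per marker (-14.9, -29.4 to -0.29) and with no cell filter (-16.6, -32.3 to -0.20). At day 3 the Ect-positive share was 65.8% in WT, 55.4% under label 3AKO and 73.8% under label 3BKO. Nearly all cells were Epi-positive: 94.4% in WT, 92.05% in 3AKO and 100% in 3BKO at day 9, and all cells at day 3.

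Clustering of the 486 cells gave 5 clusters of 180, 105, 96, 74 and 31 cells, numbered 0 to 4. None met the rule for a class name, so they are compared by number. In cluster 0, 5 Epi markers and 1 Ect marker were raised. In cluster 2, 4 Epi markers (Zfp42, Nanog, Nodal and Esrrb), 2 Ect markers and 1 ME marker were raised, none of them a leading gene. In cluster 3, 6 Ect markers (Crabp2, Fabp7, Nes, Nnat, Sox11 and Pou3f1), 3 Epi markers and 1 ME marker were raised. Its leading genes held 1 Ect and 1 ME marker, a tie that left it unnamed. Clusters 1 and 4 had at most 3 of any class. At day 9, cluster 1 held 41.6% of WT cells (31.2 to 52.5%), 50% of 3AKO cells (39.1 to 60.9%) and 1.49% of 3BKO cells (0.0378 to 8.04%). Cluster 2 held 21.3% of WT cells (13.4 to 31.3%), 12.5% of 3AKO cells (6.41 to 21.3%) and 97.0% of 3BKO cells (89.6 to 99.6%). Cluster 3 held 30.3% of WT cells (21.03 to 40.99%), 27.3% of 3AKO cells (18.3 to 37.8%) and 0 of 67 3BKO cells, which allows a share of up to 4.48%. In batch 1 cluster 2 held 23.3% of WT, 16.4% of 3AKO and 100% of 3BKO cells, and in batch 2 17.2%, 3.70% and 90.5%.

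The day 9 difference between 3BKO and WT was 75.7 percentage points in cluster 2 (63.3 to 84.1), -40.1 in cluster 1 (-51.1 to -27.8) and -30.3 in cluster 3 (-40.99 to -19.6). Clustering without markers, fixed genes and named genes, an alternative added after seeing the data, gave 75.7, -40.1 and -29.2. Leaving cells unfiltered moved the cluster 2 value most, to 48.99. The matched cluster still held 95 of the 96 cells of cluster 2, and 70.97% of all 3BKO day 9 cells. A further 27.96% fell in the cluster matched to cluster 4. This argues against a loss of cells from cluster 2, since the cells that the filter removes then count in the share. The differences between 3AKO and WT were 8.43 in cluster 1, -8.85 in cluster 2 and -3.06 in cluster 3, and each interval included 0. In cluster 2 the interval left out 0 with day 9 cells alone (-13.4, -24.4 to -2.27), with no regression (-12.2, -23.9 to -0.28) and, in a setting added after seeing the data, without 3BKO cells (-16.8, -26.7 to -7.36). In the last setting that of cluster 1 did too (24.3, 8.81 to 38.6), but with day 9 cells alone its difference was -1.75. Of the 96 cells of cluster 2, 67.7% came from the 3BKO day 9 plate. For its 3BKO cells and those labelled 3AKO, this cluster may thus reflect that library rather than a cell type. In the setting without 3BKO cells, 89.5% of its 19 WT cells (66.9 to 98.7%) still fell in 1 cluster. That cluster held no cells from outside cluster 2, which argues against a feature of the 3BKO library alone for the WT cells. At day 3 cluster 0 held 68.4% of WT cells, 80.7% of cells labelled 3AKO and 63.8% of cells labelled 3BKO. Its differences to WT, 12.4 and -4.60 points, had intervals that included 0, but without 3BKO cells that of label 3AKO was 17.3 (1.07 to 32.65). Clusters 1 and 4 held 0 of 54 WT cells of batch 1 at day 3, but 7 of 25 each in batch 2, although batch had been regressed out.

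**Figure D3:**
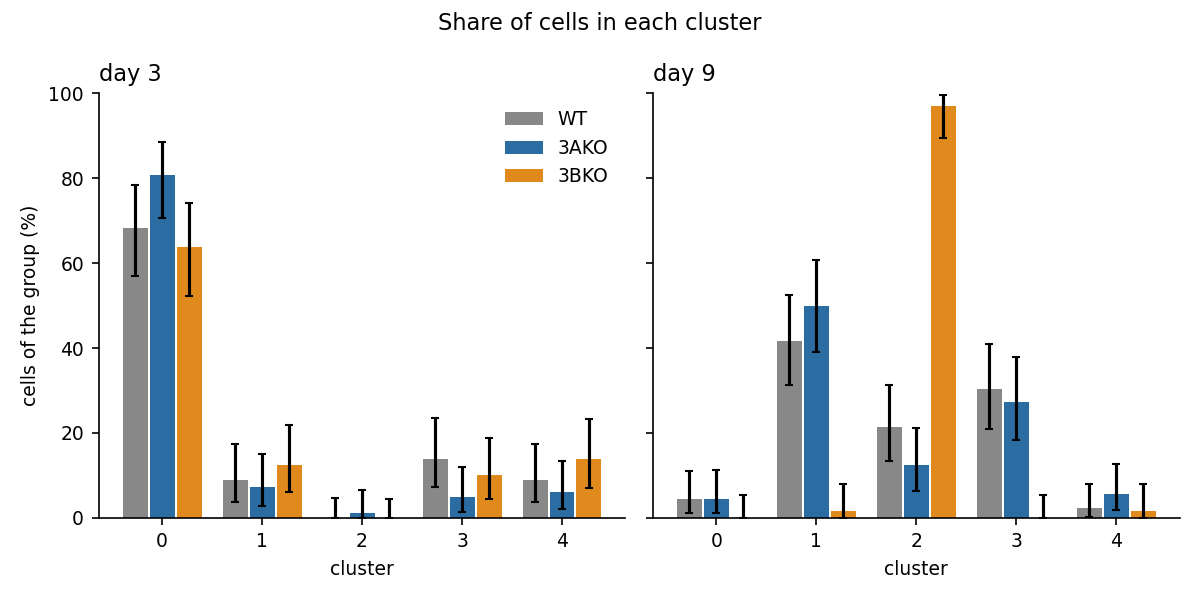
Share of the kept cells of each genotype label, in percent, that fell in each of the 5 clusters at day 3 and day 9, with bars for the share and lines for the exact 95% binomial interval. At day 9, cluster 2 held 97.0% of 3BKO cells and 21.3% of WT cells.

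Genes were named by size, without a test, among those past the limits on detection and on both batches. Genes seen in fewer cells can have larger ratios, and the order holds only among the genes past these limits. In 3AKO against WT at day 9 the highest were Ddit4 (log2 ratio 3.67), Taf9b (3.06), Mpv17l (2.83), Peg10 (2.82) and Dazl (2.58). In batch 1 and batch 2, Ddit4 had 4.13 and 1.9 and Taf9b 2.17 and 4.65, so their order differed between batches. In WT, 57.1% of the Ddit4 reads and 53.3% of the Taf9b reads were in 1 cell. The lowest were Vax2 (-3.73), Vax2os (-3.34), Grb10 (-3.02), Zfp729b (-2.86) and Napsa (-2.69). Vax2os, Zfp729b and Napsa share exon bases with other genes. In 3BKO against WT at day 9 the highest were Slc6a12 (4.58), Prss35 (4.03), Alox12b (3.95), Alox12e (3.77) and Moxd1 (3.76). The lowest were Eif2s3y, Car14, Ddx3y, Bag2 and Vrtn. Car14 had a log2 ratio of -5.59 and Bag2 of -4.85, and both share exon bases with other genes. The other three had no read in 3BKO: Eif2s3y was at least 1600-fold, Ddx3y at least 324-fold and Vrtn at least 262-fold lower than in WT, against 3 counts over the group. From day 3 to day 9 in WT, S100a6 (4.48), Fxyd2 (4.36), Mfap2 (4.31), Serpinf1 (3.96) and Nrep (3.55) were the highest. Swsap1 (-2.98), Nefl (-2.94), Tubb2b (-2.82), Bcl6b (-2.77) and Npm3 (-2.69) were the lowest, and Nefl and Npm3 overlap other genes. For label 3AKO the highest and lowest between days were Ptn (4.24) and Prmt1 (-3.87), with 62% of the day 3 Prmt1 reads in 1 cell. For label 3BKO they were Alox12e (6.35) and Prtg, which went from 52.5 CPM to 0.033 (0.00084 to 0.184, from 1 read). At day 3 the highest and lowest against WT were Smc1b (3.29) and Clcn4 (-2.53, with an overlapping gene model) under label 3AKO, and Slfn9 (3.02) and Mtm1 (-2.47) under label 3BKO.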

Values the study reported

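The study reported a median of more than 250,000 assigned reads per cell. This was over all the cells it kept, which were more than the cells kept here. The study divided the cells of EBs into 5 clusters.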

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

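The tests of the Fabp7 result, of the mini-bulk well and of the cluster 2 cells of each genotype were chosen only after the results were seen, as was the setting without 3BKO cells, and the other tests were written down before their values were known, although the patterns had been noticed in the same data.

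Zfp42 went in opposite directions in the mutants at day 9, in both library batches. Its log2 ratio to WT was -0.89 and -1.33 in 3AKO and 1.45 and 1.10 in 3BKO, which makes 2.29 between 3BKO and 3AKO. The difference was not tested, since the labels tell apart no replicates. Depth alone argues poorly for the rise in 3BKO, since the log2 ratio of Zfp42 was 1.43 after every cell was thinned to the same number of reads, against 1.24. For Nanog these were 0.96 and 0.84. A few cells do not account for it either: 82.1% of 3BKO cells (70.8 to 90.4%) lay above the WT median of Nanog in their batch, and 91.04% above that of Zfp42. Reads shared with processed pseudogenes were not tested. A list of naive pluripotency genes, which left out genes whose values had been seen, had a median log2 ratio of 0.99 in 3BKO with 12 of 13 genes higher. This lay at percentile 100 of random lists in both batches. In 3AKO the median was -0.11, at percentile 50.5. A wider naive expression pattern may therefore underlie the rise in 3BKO. Culture, plate or clone cannot be told apart from genotype, since the labels tell apart only 1 sample per genotype and day. The study used more than 1 clone, but the labels do not say which cells came from which.

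The shares of clusters 1 and 2 also went in opposite directions in the mutants in both batches. In cluster 2 the difference to WT was -6.94 and -13.5 percentage points in 3AKO and 76.7 and 73.2 in 3BKO, which makes 84.5 between 3BKO and 3AKO. In cluster 1 it was 5.79 and 13.4 in 3AKO and -46.7 and -26.3 in 3BKO, which makes -48.5. Neither difference was tested, and the intervals of both 3AKO differences to WT included 0 in the main setting. Without 3BKO cells they left out 0, at -16.8 (-26.7 to -7.36) in cluster 2 and 24.3 (8.81 to 38.6) in cluster 1. The cluster 1 difference of 3AKO was -1.75 (-16.9 to 13.5) with day 9 cells alone and -2.19 when batch 1 was clustered alone, so its direction is not settled. When 3BKO cells were left out and the others clustered again, 61.3% (42.2 to 78.2%) of the WT and 3AKO cells of cluster 2 fell in 1 cluster of 19 cells that held no other cells. The genotypes differed in this: 89.5% of the 19 WT cells fell there (66.9 to 98.7%), but 16.7% of the 12 cells labelled 3AKO (2.09 to 48.4%). Of these 12, 11 were day 9 cells and 1 came from the day 3 batch 2 library, whose label is in doubt. A feature of the 3BKO library alone is thus argued against for the WT cells and stays open for the cells labelled 3AKO. How these values were read was settled after they were seen. Why nearly all 3BKO cells lay in cluster 2 is not settled by this, and culture, plate and clone stay open.

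Fabp7 was higher than in WT in 3AKO, with log2 ratios of 2.95 and 1.43 in the batches, and had no read in 3BKO (-2.90 and -3.15 with the pseudocount). The log2 ratio between 3BKO and 3AKO, -5.45, depends on the pseudocount and is no bound. Against 3 counts over the group, 3BKO was at least 432-fold lower than 3AKO. The difference was not tested. At the WT level 210 reads would have been seen in 3BKO, so too few reads argues poorly. Without the 3AKO cell that held 43.2% of the Fabp7 reads, the log2 ratio of 3AKO to WT was 1.68. Even so, 10 of 88 3AKO cells and 12 of 89 WT cells carried a read, so the value rests on few cells. A difference in cell types or in culture stays open and was not tested.

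A well without a sample held a signal. It was marked as a mini-bulk on the WT day 9 plate and had 152970 reads and 9246 detected genes. The other 25 wells without a sample had 1 to 3790 reads (median 60), which argues against free RNA reaching every well. After thinning, the well showed 6586 genes, more than 100% of the 89 kept WT day 9 cells (median 4518, range 2936 to 5644). It may have held a small pool of cells, as its name says. The difference was not tested, and no biological explanation was tested.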

How the results depend on the processing

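The settings that left markers and named genes, or 3BKO cells, out of clustering were chosen only after the results were seen. No paired analysis was possible because cells carry only order numbers and the labels tell apart no cultures within a group. A log2 value counts here as moved when it shifted by more than 1 SD of its batch values, so where the batches disagree a wide shift does not count. A share or a difference of shares counts as moved only when it left the 95% interval of the main value. These intervals are wide, so few moved shares do not mean stable shares. The day 3 Dnmt3a log2 ratio of label 3AKO, for example, ranged from -4.09 in batch 1 to 0.32 in batch 2. Several values changed sign, among them the Epi median of WT between days, the 3BKO day 9 Ect-positive difference (both below), the 3BKO day 9 ME-positive difference (-4.13, but 0.72 without thinning) and the 3AKO cluster 1 difference (8.43, but -1.75 with day 9 cells alone). For the differences of shares the main interval included 0. Of 44 values of targeted genes 7 moved, of 66 marker class medians 23, of 48 detection shares 25, of 100 cluster share differences 2, of 108 positive-cell differences 3, and of 1727 values of 157 single-gene results 258.

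Where main results moved, the cause was not tested. In batch 1 alone the medians were -0.069 for Epi in 3BKO day 9, 0.21 for Epi in WT between days and -0.24 for Ect in 3AKO day 9. In batch 2 alone, the Dnmt3a log2 ratio in 3AKO day 9 was -2.54, the Epi median -0.0035 (3BKO day 9), and the Ect medians -0.30 (3AKO day 9), -0.11 (3BKO day 9) and 0.24 (WT between days). Ect-positive differences at day 3 were then 8 points for label 3AKO and -17.8 for label 3BKO, libraries whose labels are in doubt. In batch 1, where Dnmt3a was low under label 3AKO only, they were -18.4 (-36.5 to 1.16) and 20.4 (3.27 to 36.4), which did not leave the main intervals. With the mean of single-cell CPM, values were -2.83 for Dnmt3a (3AKO day 9), -3.09 for Dnmt3b (3BKO day 9), -0.059 for Epi (3BKO), -0.23 for Ect (3AKO) and -0.12 for Ect (3BKO). With thinned cells these were -2.96, -3.08, -0.055, -0.26 and -0.37.

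With TMM factors the medians were -0.057 for Epi (3BKO day 9), -0.065 for Ect (3AKO day 9) and 0.26 for Ect (WT between days). With median-ratio factors these were -0.0043, -0.069 and 0.22, and Ect in 3BKO was -0.12. These factors also moved the median of all genes between days in WT from 0.19 to -0.0025. Without mitochondrial genes and Gm42418 the WT Ect median was 0.30. A pseudocount of 10 gave -2.32 for Dnmt3a (3AKO day 9), -2.74 for Dnmt3b (3BKO day 9), -0.11 for Ect (3BKO) and 0.33 for Ect (WT between days), which its construction explains.

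By construction no filter kept 100% of cells, and the stricter filter kept 80.7%. No filter brought the cluster 2 difference between 3BKO and WT at day 9 to 48.99 points, since the cells that the filter removes then count in the share. Over the matched alternatives this difference ranged from 48.99 to 83.7, that of cluster 1 from -46.1 to -31.5 and that of cluster 3 from -34.5 to -25. The 3AKO differences ranged from -1.75 to 24.3 in cluster 1, from -16.8 to -3.58 in cluster 2 and from -3.89 to 6.26 in cluster 3. The values 24.3 and -16.8 came from clustering without 3BKO cells. Clusters that shared less than 50% of cells with a main one gave no value, a limit set after the overlaps were seen. This left out cluster 1 with no filter (49.5% shared, 3BKO minus WT -27.5 points), in batch 1 (36.6%, -33.3) and in batch 2 (28.2%, -7.72), and cluster 2 in batch 2 (40%, 52.6). For 3AKO minus WT the values left out for cluster 1 were 4.79 with no filter, -2.19 in batch 1 and 34.6 in batch 2. For cluster 2 the value left out was -30.5 in batch 2. It also left out cluster 0 in batch 1 (44.4%), in batch 2 (31.3%) and at resolution 1.2 (48.9%). In these settings its day 3 differences to WT were -11.8, 12 and 22.9 (7.21 to 37.35) for label 3AKO. For label 3BKO they were 1.85, -32.8 (-56.6 to -3.91) and 9.68, with the batch 2 labels in doubt. The Ect-positive difference of 3BKO day 9 was 0.65 points at 5 reads per marker.

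How many of the 10 genes named per contrast were shared when detection was set at 10% or 40% of cells differed between contrasts. Against WT at day 3 these were 4 and 0 (label 3AKO) and 3 and 2 (label 3BKO). Against WT at day 9 they were 5 and 2 (3AKO) and 4 and 5 (3BKO). Between days they were 4 and 5 in WT, 5 and 6 under label 3AKO, and 4 and 8 under label 3BKO. The r between batches for 3BKO day 9 was 0.584 at 40%. Markers below 5 CPM in both groups of a contrast were not compared under the alternatives, a limit also set after values were seen.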

Other observations

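The tests on Y-linked genes were chosen only after the results were seen, and the other tests in this part were written down before their values were known.

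The day 3 libraries of batch 2 carried Dnmt3a against their labels. Its log2 ratio of label 3AKO to label 3BKO was -4.46 in batch 1 and 4.61 in batch 2. In batch 2 only 0.0717% of 11159 detected genes differed more, which argues against a general plate effect. Without thinning, all 25 cells of label 3AKO in batch 2 had a Dnmt3a read (100%, 86.3 to 100%). After thinning, 23 had one (92%, 73.97 to 99.02%). Under label 3BKO, 15 of 26 cells had one without thinning and 11 with it, so a read does not mark the genotype of a single cell. These values argue against many Dnmt3a-low cells under label 3AKO, but an exchange that spared a few wells stays open. Dnmt3b was lower than in WT in all 4 mutant libraries of day 3 and parted them less, with 0.64 in batch 1 and -1.11 in batch 2. An exchange of both labels was also tested by the r across genes, which are not independent replicates, of the 3AKO to 3BKO log2 ratios at day 9 with those at day 3. It was 0.0651 in batch 2, but 0.0018 in batch 1, where it should have been positive, so the test decided nothing. That it was void was judged after both values were seen.

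Reads of 7 protein-coding Y-linked genes were nearly missing from 4 libraries: both batches of 3BKO day 9, the batch 1 library labelled 3BKO at day 3 and the batch 2 library labelled 3AKO at day 3. These held 1 read where the WT share leads to 9637, so too few reads does not account for it. Of their 146 cells 0.685% had such a read (0.0173 to 3.76%). Gm47283, a further protein-coding model on the Y chromosome, was left out as an unnamed model. It lies at 90784738 to 90816464, far from the 7 genes, which lie between 725128 and 1459782. It held 752 reads in these libraries and 12.8 CPM in 3BKO day 9, against 24.3 in WT. Of the 7 genes, Zfy1 and Usp9y had no read in WT at day 9 and Kdm5d reads in 1 WT cell, so these carry next to no information and the pattern rests mainly on Eif2s3y, Ddx3y and Uty. Loss of the Y chromosome, or of its expression, in these cells is thus possible but not shown for the whole chromosome. Reads that Gm47283 may share with another gene were not tested, so its reads are no evidence that the Y chromosome was kept. The batch 2 library labelled 3BKO at day 3 had 333.6 CPM of these genes, against 183 in WT, as an exchange of the batch 2 labels would give. By plate, both libraries of plate 210 had high Dnmt3a (586.7 and 334.5 CPM) and held 1 and 0 reads of the 7 genes. Both libraries of plate 211 had low Dnmt3a (25.8 and 12.8 CPM) and held 1652 and 3291. Dnmt3b was lower on plate 210 than on plate 211 in both batches. Each day 3 mutant plate thus looked like a single genotype, which argues against the batch 2 labels as given. An exchange between the day 3 batch 2 libraries is a candidate explanation. The samples were not regrouped. Whether the loss follows from lack of Dnmt3b or belongs to the line used cannot be told apart, since the labels tell apart only 1 sample per genotype and day. Loss of Y-linked reads also puts Eif2s3y and Ddx3y, named above, in doubt as effects of the genotype.

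Of the 3BKO day 9 cells that were lost, 92.3% were below the read minimum. Since the filter itself picks the lost cells, this decides nothing about failed wells as the reason for the lower number of kept cells, which was judged after the value was seen. Whether the cells or the plate caused the loss was not tested.

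Leading genes of cluster 2 led to lists for other programmes. The amino acid stress list had a median log2 ratio of 0.55 in 3BKO day 9 over WT (12 genes, 9 higher), and the lower percentile of both batches was 98.4. In 3AKO it was -0.12 (percentile 46.5). The germline list had 0.84 in 3BKO (7 genes, 5 higher), with a lower percentile of 95.7, and 0.93 in 3AKO (8 genes, 8 higher), at percentile 100 in both batches. A stress response in 3BKO and wider germline gene expression in both mutants are thus possible, as hypotheses. For trophoblast, only Id2 was detected in 3BKO (-0.88), at percentile 0.735 in batch 1 and 59.7 in batch 2. Only Krt18 and Id2 were detected in 3AKO, 1 higher and 1 lower. Their median was 1.23, at percentile 99 in batch 1 and 96.8 in batch 2. These are too few to decide in either mutant. Culture and clone stay open for each of these lists.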
